# Characterization of an Ex Vivo Equine Endometrial Tissue Culture Model Using Next-Generation RNA-Sequencing Technology

**DOI:** 10.3390/ani11071995

**Published:** 2021-07-03

**Authors:** Maithê R. Monteiro de Barros, Mina C. G. Davies-Morel, Luis A. J. Mur, Christopher J. Creevey, Roger H. Alison, Deborah M. Nash

**Keywords:** RNA-seq, endometritis, endometrium, equine, reproduction, explant, transcriptome, gene expression, tissue culture

## Abstract

**Simple Summary:**

Notwithstanding extensive research into fertility problems in mares, pregnancy rates have remained low mainly because of endometrial inflammation (endometritis). In the field of equine research, endometrial explants have been used to carry out in vitro studies of the mare’s endometrium. However, there has been no wide-ranging assessment of relative stability of this model over time. The aim of this study was to perform an in-depth transcriptomic assessment of endometrial explants over a culture period of 72 h and assess if they are representative of the whole mare. Explants at 24 h demonstrated significant changes when compared to biopsies at 0 h as expected. Even though gene expression changes were seen between 24 and 48 h of culture, prior to this window changes were dominated by the effects of explanting and culture and subsequently, transcription was generally compromised. Our results, therefore have defined the optimal period when explants can be used to study equine endometritis and how the endometrium is modulated during inflammation. It highlights the use of abattoir derived samples to understand the physiology and pathophysiology of the equine endometrium, negating the need to collect repeated uterine biopsies from living mares.

**Abstract:**

Persistent mating-induced endometritis is a major cause of poor fertility rates in the mare. Endometritis can be investigated using an ex vivo equine endometrial explant system which measures uterine inflammation using prostaglandin F_2α_ as a biomarker. However, this model has yet to undergo a wide-ranging assessment through transcriptomics. In this study, we assessed the transcriptomes of cultured endometrial explants and the optimal temporal window for their use. Endometrium harvested immediately post-mortem from native pony mares (*n* = 8) were sampled (0 h) and tissue explants were cultured for 24, 48 and 72 h. Tissues were stored in RNALater, total RNA was extracted and sequenced. Differentially expressed genes (DEGs) were defined using DESeq2 (R/Bioconductor). Principal component analysis indicated that the greatest changes in expression occurred in the first 24 h of culture when compared to autologous biopsies at 0 h. Fewer DEGs were seen between 24 and 48 h of culture suggesting the system was more stable than during the first 24 h. No genes were differentially expressed between 48 and 72 h but the low number of background gene expression suggested that explant viability was compromised after 48 h. *ESR1*, *MMP9*, *PTGS2*, *PMAIP1*, *TNF*, *GADD45B* and *SELE* genes were used as biomarkers of endometrial function, cell death and inflammation across tissue culture timepoints. STRING assessments of gene ontology suggested that DEGs between 24 and 48 h were linked to inflammation, immune system, cellular processes, environmental information processing and signal transduction, with an upregulation of most biomarker genes at 24 h. Taken together our observations indicated that 24–48 h is the optimal temporal window when the explant model can be used, as explants restore microcirculation, perform wound healing and tackle inflammation during this period. This key observation will facilitate the appropriate use of this as a model for further research into the equine endometrium and potentially the progression of mating-induced endometritis to persistent inflammation between 24 and 48 h.

## 1. Introduction

Persistent uterine inflammation (endometritis) has been extensively investigated in horses as it is the main cause of subfertility in mares and the third most important clinical problem affecting adult horses according to equine practitioners in the USA [1,2]. However, for many years pregnancy rates in broodmares have remained low, between 50% and 65% per oestrous cycle, despite extensive research into fertility problems [3,4]. Nearly 23,000 Thoroughbred (TB) mares were sent to the stud in Great Britain and Northern Ireland in 2019, yet only 61% produced a live foal [5]. It has been reported that 15–40% of a normal population of TB mares suffer from persistent endometritis, reducing pregnancy rates by 13% [6,7].

In the field of equine research, endometrial explants have been used to carry out many in vitro studies of the mare’s endometrium [8,9,10]. Tissue culture of explants has distinct advantages over isolated cell culture models. The technique saves time as cell culture requires several days or weeks to reach confluence [11]. Utilizing intact explants is particularly important. Most tissue explant models mechanically chop the tissue aiming for better oxygenation and perfusion of nutrients, but the chopping process itself leads to damage and disruption of tissue architecture [11]. By using intact explants, the extracellular matrix (ECM) remains intact which helps to maintain normal cell differentiation and functioning. Chopping will release damage-associated molecular patterns (DAMPS) which are intracellular and extracellular molecules typically released by the ECM after cell death and/or injury. DAMPS modulate the innate immune system, triggering inflammation even under sterile conditions [12,13], distorting the observations obtained because chopping heavily wounds the tissue. As a result, some ex vivo bovine studies have adopted an intact biopsy endometrium model to better mimic the whole cow [11,14]. Therefore, the present study used the equine endometrial explant culture proposed by Nash et al. [15], but substituted the mechanical tissue chopping by harvesting intact explants using sterile punch biopsies, as advocated by Borges et al. [11].

Harvesting endometrium from uteri collected at an abattoir negates the need to perform repeated uterine biopsies from living mares. Further, the large surface area of endometrium provided by each mare can be entirely harvested so that several different inflammatory stimuli and/or treatments of various concentrations can be concurrently studied, maximizing technical replication. An equine endometrial explant culture system composed of epithelial cells, stromal cells and resident leukocytes has been previously optimised. As with the whole animal, cultured explants respond to inflammatory stimuli by secreting markers of inflammation such as prostaglandin F_2α_ (PGF_2α_) [10,15,16]. Schwinghamer and colleagues [17] studied equine endometrial explants in culture for periods of 12, 24 and 48 h to investigate whether explants undergo significant changes during culture. They suggested that as early as 12 h of culture explants undergo cellular damage based on the increase of lactate dehydrogenase (LDH) activity, and at 48 h of culture light microscopy showed that some degenerative changes take place in the luminal epithelium and in the epithelium lining deeper endometrial glands. Nonetheless, there has been no assessment of global gene expression changes to intact equine endometrial explants during the culture period.

The aim was to undertake a transcriptomic assessment of ex vivo endometrial explants collected from native pony mares cultured over a period of 72 h. It assessed whether explants were representative of the whole mare in the pre-breeding, non-inflammatory state and established whether the transcriptome stabilizes once in culture. A temporal window relevant to persistent mating-induced endometritis was established in the current study, evidencing potential for using the endometrial explant tissue culture model for wider endometrium studies in horses. Therefore, the present study facilitates and informs the use of this model for a more in-depth study of equine endometritis to understand how the endometrium is modulated during inflammation.

## 2. Materials and Methods

### 2.1. Animals and Sample Collection

Uteri were collected from a random selection of native pony mares presented for euthanasia at a commercial abattoir for reasons unrelated to this study. Mares were slaughtered by free bullet followed by exsanguination of the jugular vein. Management of the animals, age or reproductive history were unknown. Corresponding blood samples were collected immediately after death from the jugular vein and stored in a plain vacutainer (367895, BD Vacutainer, Plymouth, UK). To estimate the stage of the oestrous cycle for each mare at the time of the death, uteri and cervices were physically and visually assessed as previously described by various authors [15,18,19]. Briefly, uteri and cervix were assessed for colour, appearance and tone whilst ovaries were immersed in a bucket with water and analysed using an ultrasound scanner for assessment of ovarian structures and follicle measurements (Table S1). The stage of oestrous cycle was retrospectively confirmed by measuring serum progesterone (P4) concentrations from the blood sample collected from each mare. Mares at the follicular phase of the oestrous cycle (*n* = 8) were utilized in this study to represent the stage of cycle that clinical endometritis is likely to occur. At the abattoir, endometrial biopsies were collected from each uteri within two hours of death, with the aid of a sterilized biopsy instrument (Equivet uterine biopsy forceps 62 cm, 141965, Kruuse, Guildford, UK), placed into RNALater (10437114, Fisher, Leicestershire, UK) and kept at 4 °C for 24 h during which samples were transported to the laboratory. After 24 h, RNALater was removed and tissues were stored at −80 °C until RNA extraction. These biopsy tissues were considered to be “0 h” endometrial samples in RNA-sequencing (RNA-seq) analysis. Uteri and blood samples were stored on ice and transported back to the laboratory within 6 h of collection. At the laboratory, serum P4 concentration was measured by an enzyme-linked immunosorbent assay (ELISA) kit (EIA 1561, DRG Diagnostics, Marburg, Germany) following the manufacturer’s instructions to confirm the phase of the oestrous cycle for each animal at the time of death.

### 2.2. Endometrial Cytology, Histology and Tissue Culture

To verify that uteri used were not inflamed, samples intended for cytological analysis were collected at the abattoir from each tract, using a sterile cytobrush (Cytobrush plus GT, C0112, Coopersurgical, Trumbull, CT, USA). Cytobrushes were rolled onto plain microscope slides and these were immediately airdried and subsequently fixed and stained with eosin and methylene blue (Shandon Kwik-Diff Kit, 9990700, ThermoFisher Scientific, Loughborough, UK). Specimens were evaluated by recording the number of neutrophils per high power field (hpf; 400×) across 10 fields [20,21]. Findings were classified as: normal (0 to 2 neutrophils/hpf), moderate inflammation (2 to 5 neutrophils/hpf) or severe inflammation (>5 neutrophils/hpf) [22,23,24]. Uteri showing moderate to severe inflammation were discarded from the study.

After transportation back to the laboratory, a biopsy was sampled from the uterine body and immediately placed in Bouin’s Fixative Fluid (10821910, Fisher, Leicestershire, UK). After fixation, tissues were subjected to several changes of 70% ethanol until their yellow colour disappeared. Tissues were then sectioned and placed into histological cassettes (U4635-1CS, Sigma Aldrich, Exeter, UK) and subjected to dehydration, clearing and infiltration. Sections of 8 μm were cut using a microtome (Minot 1212 rotary microtome, Ernst Leitz GmbH, Wetzlar, Germany) and transferred onto a microscope slide (10149870, Fisher, Leicestershire, UK) and placed on a hot plate at 40 °C to dry. Sections were de-waxed, followed by rehydration in descending concentrations of ethanol and stained with Harris haematoxylin and alcoholic 1% eosin for 5 min. Slides were mounted with Histomount solution (008030, Invitrogen, Paisley, UK) and a coverslip. Slides were left to dry and analysed under a light microscope. Histology slides were assessed by a Boarded Certified Veterinary Pathologist following the Kenney classification system [25] to indicate pathological or degenerative endometrial changes. As a result of the histological assessment, mares showing pathological or degenerative endometrial changes correspondent to category III were discarded from tissue culture. The Kenney classifications for the mares used in this study can be found in Table S2.

Working under aseptic conditions, punch biopsies were collected from the uterine horns (8 mm Kai Biopsy punch, BP-80F, Northumbrian Medical Supplies, Newcastle Upon Tyne, UK), immediately placed in warm supplemented Hank’s Buffered Saline Solution (HBSS) (14175053, Fisher, Leicestershire, UK) and left in the incubator (5% CO_2_, 38 °C) while biopsies from other uteri were harvested. Once biopsies were collected from all uteri, the tissue culture was assembled in a laminar flow hood (Microflow Biological, Bioquell, Andover, UK). Biopsy tissues were washed twice in un-supplemented HBSS and cultured by placing individual biopsies into one well of a six-well culture plate (10578911, Fisher, Leicestershire, UK). By following previously described protocols [11,15], biopsies were placed at the bottom of the well or on top of a lens-tissue lined wire platform and cultured in 3 mL and 4.25 mL of supplemented William’s Liquid E Medium (William’s phenol red free, 500 mL, A12176-01, Fisher, Leicestershire, UK), respectively. Explant cultures were performed in triplicate for each timepoint per animal. For all experiments, tissue explants were incubated at 38 °C in 5% CO_2_ in air. After periods of 24, 48 and 72 h explants were removed from the well and stored in 1.5 mL of RNALater for a 24 h period at 4 °C. After 24 h in RNALater explants were removed and stored at −80 °C until RNA extraction. William’s Liquid E Medium (500 mL) was supplemented with 0.01 µg/mL epidermal growth factor (EGF) (10605-HNAE-250, Fisher, Leicestershire, UK), 0.1 mg/mL neomycin (N6386, Sigma, Exeter, UK) and streptomycin (S6501, Sigma, Exeter, UK) solution, 2 mM of L-Glutamine (25030-032, ThermoFisher Scientific, Loughborough, UK), 2.5 µg/mL amphotericin B (A2942-20ML, Sigma, Exeter, UK), 5 mL of insulin-transferrin-selenium (ITS) (10524233, Fisher, Leicestershire, UK) and 50 mL of batch tested foetal bovine serum (FBS) (Invitrogen FBS, 10695023, Fisher, Leicestershire, UK). The supplemented medium was stored at 4 °C for a maximum period of 7 days. HBSS (100 mL), was supplemented with 0.1 µg/mL EGF, 1 mL of 10 mg/mL neomycin and streptomycin solution, 2 mM of L-Glutamine, 2.5 µg/mL Amphotericin B, 1 mL of ITS and 10 mL of FBS. Supplemented HBSS was stored at 4 °C for a maximum of 2 days.

### 2.3. RNA Extraction, Quantification and Sequencing

Total RNA was extracted from endometrial samples using an RNA purification kit (GeneJET RNA Purification Kit, Thermo Scientific, Bishops Stortford, UK) following the manufacturer’s instructions. The NanoDrop 1000 Spectrophotometer (Thermo Scientific, UK) was used to check RNA concentration and purity. In addition, RNA samples were fractionated on a 1% agarose gel to assess RNA integrity which was indicated by visualization of distinct 28S and 18S ribosomal RNA bands.

Complementary DNA (cDNA) synthesis, fragmentation and library preparation were performed using the Illumina TruSeq Stranded mRNA kit (20020594, Illumina, San Diego, CA, USA) according to the manufacturer’s instructions to prepare the dual-indexed next-generation sequencing libraries. Briefly, from each sample poly-A messenger RNA (mRNA) was purified, fragmented, and reversed transcribed into cDNA. The cDNA was end-repaired and connected to adaptors that contained unique indexes for each sample. The connected products were amplified by a polymerase chain reaction (PCR) (98 °C for 30 s, 15 cycles of 98 °C for 10 s, 60 °C for 30 s, 72 °C for 30 s, 72 °C for 5 min and then cooling to 4 °C), followed by purification with AMPure (A63882, Beckman Coulter, High Wycombe, UK) to remove PCR reagents and adaptor dimers. Product quantity in ng/µL was assessed using a Qubit fluorescence spectrophotometer (Thermo Fisher Ltd.). The final library dilution was 8 pM. The diluted library was loaded, bound, and amplified onto a flowcell using an Illumina cBOT platform and then transferred to the HiSeq2500 and paired-end sequencing runs in the 2 × 216 bp format.

### 2.4. Data Processing and Gene Expression Analysis

The pair-end sequencing produced forward and reverse reads for each sample, totalling 64 raw reads. Raw reads were subjected to quality analysis using FastQC software (version 0.11.2) [26] and filtering using Trimmomatic software (version 0.33) [27] for sequencing adapters removal (i.e., ILLUMINACLIP), bases were removed from the beginning and end of the reads if the quality was below 30 (i.e., LEADING or TRAILING = 30). A sliding window trimming approach was performed once the average quality within the window fell below 30 (i.e., SLIDINGWINDOW 4:30), reads were dropped if they were below a specific length of 100 bp (i.e., MINLEN = 100), and a specified number of 10 bases from the start of the read were removed (i.e., HEADCROP = 10). The quality of the trimmed reads was assessed again by FastQC. Reads were mapped to the Equus caballus reference genome (Ensembl, EquCab3.0; GCA_002863925.1) using Bowtie software (version 2.2.3) [28] and TopHat software (version 2.0.14) [29]. The number of reads/fragments assigned to genomic features for each sample and the Equus caballus annotation file available from Ensembl website (version EquCab3.0) using the FeatureCounts software (version 1.5.2) [30]. Sequencing data are provided in Table S3. The concordant pair alignment rate to the annotated equine genome from all samples was between 86.2% and 93.6%.

Differentially expressed genes (DEGs) were identified using the DESeq2 R/Bioconductor version 1.28.1 [31,32]. Benjamini-Hochberg (BH) false discovery rate (FDR) method [33] was performed in R (version 4.0.3) to correct for multiple testing. Genes were considered differentially expressed at an FDR of 0.05 with a Log_2_ fold change (Log_2_FC) greater or equal to ± 2. DEGs were submitted to the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database [34] (http://string-db.org, accessed on 5 February 2021) for network analysis and gene associations. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [35] (http://www.genome.jp/kegg, accessed on 9 February 2021) were also used to identify significantly enriched pathways. Principal component analyses (PCA) and heatmaps were generated using R (version 4.0.3).

## 3. Results

The global gene expression of equine endometrial explants (*n* = 8 horses) cultured in vitro for periods of 24, 48 and 72 h were compared to autologous ex vivo 0 h biopsies, representing the whole mare. 

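Endometrial tissue of 8 horses was sequenced at 4 time points, the 0 h biopsy and the explants cultured for 24, 48 and 72 h, which gave 32 libraries with 8 at each time point. The values used here are the authors' deposited tables of 3 comparisons, 24 h vs. 0 h, 48 h vs. 24 h and 72 h vs. 48 h. For each gene they give the mean normalized count over all libraries, the log2 fold change with its standard error, the Wald statistic, the p-value and the adjusted p-value from the authors' DESeq2 analysis. Counts per library and the paper's Table S3 were not used here, so the depth of each library is not given and no spread between horses can be given other than through the standard errors of the authors' fit. The mean normalized counts summed to 7105285 over all genes, averaged over the 32 libraries. Each table lists the same 30371 genes by Ensembl identifier, of which 6731 had a mean normalized count of 0 and the other 23640 a p-value. The mean normalized count of every gene was identical in the 3 tables. The p-values were recomputed as two-sided Wald tests from the log2 fold changes and standard errors, and the largest difference from a deposited p-value was 4.5e-15. In the authors' deposited tables an adjusted p-value is given for 18222 genes at 24 h vs. 0 h, for 15062 at 48 h vs. 24 h and for 15965 at 72 h vs. 48 h, and in each table these are the genes above a single minimum of the mean normalized count, namely 0.479, 3.69 and 2.01. Because this minimum differs between the comparisons, the Benjamini-Hochberg adjustment was redone over all 23640 genes in each of them, and genes were called differentially expressed at a recomputed adjusted p-value under 0.05 and an absolute log2 fold change of at least 2. Over the 13618 genes with a mean normalized count of at least 10, the median standard error of the log2 fold change was 0.19 in each comparison. The mean normalized count of a gene at each time point was reconstructed from its mean over all libraries and the log2 fold changes chained from 0 h to 72 h. Such a reconstructed mean has no standard deviation of its own.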

Patters of gene expression were indicated by PCA based on all gene expression, not solely DEGs (Figure 1). Samples obtained at 0 h were separated from all others across the major source of variation along PC1. 

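The distance between the mean expression profiles at 24 h and 0 h was computed over the 13618 genes as the root mean square log2 fold change, from which the squared standard errors were subtracted. It was 1.29 on the log2 scale (95% bootstrap interval over genes, 1.26 to 1.32), and 1.32 without the subtraction. For 66.5% of these genes the change between 0 h and 24 h was smaller than 1 on the log2 scale in either direction. Genes are not independent replicates, so the interval describes the spread over genes and not that between horses. The positions of single libraries on the principal components were not analysed here.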

There was lesser variation along PC2 with the samples with the 24 h samples being discrete from the 48 and 72 h group which could not be distinguished.

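By the same measure, the profiles at 48 h and 24 h lay 0.39 apart on the log2 scale (95% bootstrap interval over genes, 0.37 to 0.40), and those at 72 h and 48 h lay 0.14 apart (0.12 to 0.15). Before the squared standard errors were subtracted, the distances were 0.47 and 0.30. The share of the genes that changed by less than 1 on the log2 scale was 95.6% between 24 h and 48 h and 98.7% between 48 h and 72 h.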

To identify the sources of variation, DEG analyses were undertaken, comparing between time points. 

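Of the 23640 genes tested at 24 h vs. 0 h, 2101 were called differentially expressed by the recomputed Wald test with Benjamini-Hochberg adjustment, 921 of them upregulated and 1180 downregulated. The median log2 fold change was 2.84 among the upregulated and -2.59 among the downregulated genes. The downregulated genes had lower counts, with a median mean normalized count of 13.5 against 108 for the upregulated genes. A mean normalized count under 10 was found for 520 of the downregulated and for 210 of the upregulated genes. Among the alternatives tried, the number was lowest with the standard errors multiplied by 5.04, the spread of the central Wald statistics of the genes with a mean normalized count of at least 10, which left 11 genes, all upregulated. This alternative was chosen after seeing the data, and the spread contains the genes that changed. A test against an absolute log2 fold change of 2 in place of a test against no change left 396 genes, 285 upregulated and 111 downregulated.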

When comparing the transcriptomes of explants cultured for 24 h to those of whole mares’ controls (0 h), 707 genes were significantly differentially upregulated and 859 downregulated. In contrast, when comparing explant tissues cultured for 48 h relative to 24 h, only 53 genes were significantly upregulated while 27 genes were downregulated. 

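At 48 h vs. 24 h the recomputed test called 95 genes, 63 upregulated and 32 downregulated, with median log2 fold changes of 2.28 and -2.44. Of these 95 genes, 29 had also been called at 24 h vs. 0 h and 66 had not. Among the 29 genes, 12 had been upregulated and then fell, 6 had been downregulated and then rose, 4 rose in both comparisons and 7 fell in both. No gene was called when the test was made against an absolute log2 fold change of 2, where 7 genes had an unadjusted p-value under 0.05. Nor was any called when the cutoff was applied to shrunken log2 fold changes, the largest of which was 1.24. The shrinkage used a normal prior centred on 0, fitted over all genes tested, with a standard deviation of 0.267. Under so narrow a prior the cutoff of 2 was hard to reach, so this count says little about large changes.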

Finally, the transcriptome of explants cultured for 72 h revealed no differentially expressed genes compared to 48 h samples. 

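At 72 h vs. 48 h the recomputed test called 0 of the 23640 genes, and the smallest adjusted p-value was 0.0674 (Wald test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was found for 917 genes, or 3.88%. This share cannot be set against the 5% that would pass by chance if no gene changed and the tests were independent. The genes tested include 1618 with a change of exactly 0, which cannot pass. Of the 13618 genes with a mean normalized count of at least 10, 804 passed. By chance about 340 of these would pass in each direction. In the authors' deposited table, whose adjustment covers fewer genes, 3 genes had an adjusted p-value under 0.05, each of them lower at 72 h and none with an absolute log2 fold change of 2. The share of genes that changed by any amount was estimated from the p-values above 0.5 with Storey's method, over the genes with a mean normalized count of at least 10. It was 79.8% at 24 h vs. 0 h (95% Wilson interval, 78.7 to 80.8), 38.2% at 48 h vs. 24 h (36.6 to 39.7) and 2.88% at 72 h vs. 48 h (1.20 to 4.56). The intervals treat genes as independent.

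**Figure D1:**
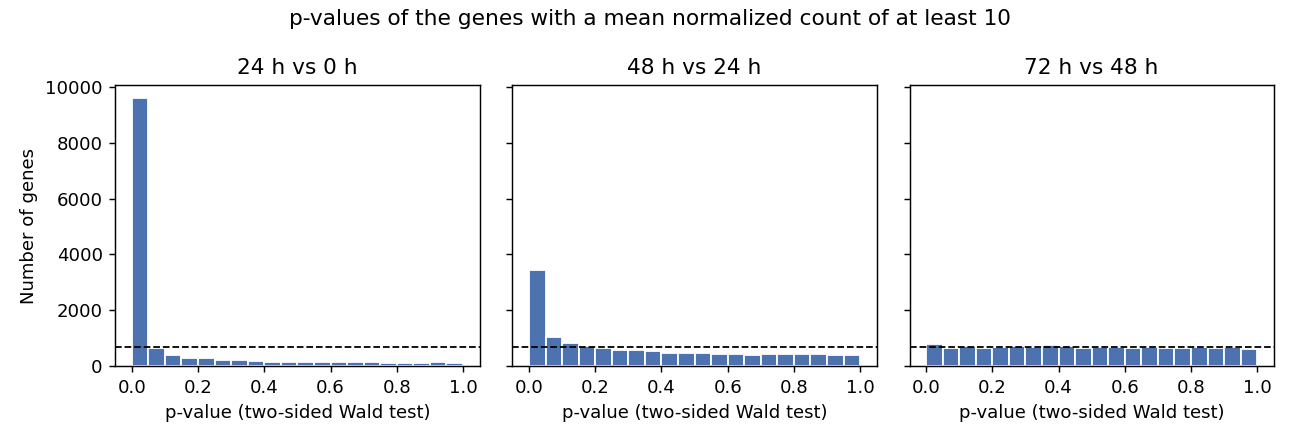
Histograms of the p-values of the two-sided Wald test for the 13618 genes with a mean normalized count of at least 10, with the p-value on the horizontal axis, the number of genes on the vertical axis and 1 panel per comparison. The dashed line marks the level each bar would have if no gene changed, and the first bar, with p-values under 0.05, holds 9587 genes at 24 h vs. 0 h, 3460 at 48 h vs. 24 h and 804 at 72 h vs. 48 h, where it lies just above the line.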

Table 1 compares the number of expressed genes (background genes) and the number of DEGs between timepoints, whilst Figure 2 and Figure 3 graphically represent data featured in Table 1. It should be noted that unlike the 0–48 h period relatively few genes were expressed within the 48–72 h window.

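In the authors' deposited tables, the thresholds of the study on the deposited adjusted p-values select 939 upregulated and 1208 downregulated genes at 24 h vs. 0 h, 61 and 32 at 48 h vs. 24 h, and 0 and 0 at 72 h vs. 48 h. Of the genes called with the recomputed adjustment, 2100 of 2101 were also selected by the deposited adjusted p-values at 24 h vs. 0 h, and 87 of 95 at 48 h vs. 24 h. Conversely, 47 and 6 genes were selected only by the deposited values.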

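The number of genes with a reconstructed mean normalized count of at least 10 was 13804 at 0 h, 13318 at 24 h, 13326 at 48 h and 13220 at 72 h. With a minimum of 1 in place of 10 the numbers were 17089, 16673, 16663 and 16590 in the same order, and with a minimum of 50 they were 10968, 10353, 10523 and 10461. With the log2 fold change of every gene at 72 h vs. 48 h set to its lower 95% limit, 12611 genes were at or above 10 at 72 h.

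**Figure D2:**
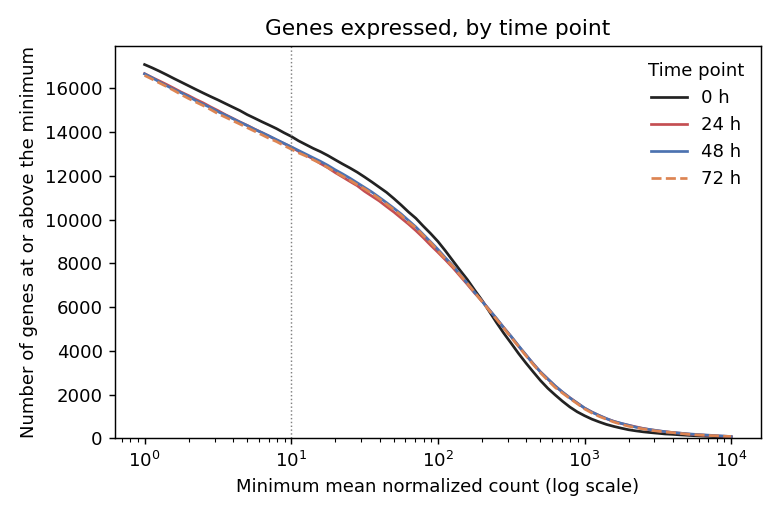
Number of genes (vertical axis) whose reconstructed mean normalized count at 0, 24, 48 or 72 h is at or above the minimum given on the horizontal axis (log scale), with a dotted line at a minimum of 10, where the curves lie between 13220 and 13804 genes. The curves of 24, 48 and 72 h lie close together, and that of 0 h lies above them at low minimums and below them at high ones.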

Following the STRING functional enrichment analysis of DEGs between 0 and 24 h, a total of 41 KEGG pathways were found to be significantly enriched (Table S4). 

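Table S4 lists the genes of the 41 pathways under 330 distinct labels, of which 320 are symbols and 10 are Ensembl gene identifiers. The symbols are not paired with the identifiers of the authors' deposited tables, so the values of only these 10 members were read. All 10 were called at 24 h vs. 0 h by the recomputed test, 4 upregulated and 6 downregulated. The paper took the pathway members from its differentially expressed genes of this comparison, so these calls were given beforehand and say nothing about the pathways. ENSECAG00000014951, listed under tryptophan metabolism, had the largest change, with a log2 fold change of -6.56 (standard error 0.41) in the authors' deposited table, a recomputed adjusted p-value of 7.39e-55 and a reconstructed mean normalized count of 3479 at 0 h and 36.8 at 24 h. ENSECAG00000011581, listed under ECM-receptor interaction and focal adhesion among others, had a reconstructed mean of 92.5 at 0 h and 5.04 at 24 h, and a recomputed adjusted p-value of 3.58e-05. Among the upregulated members, ENSECAG00000003466, listed under neuroactive ligand-receptor interaction, rose from a reconstructed mean of 2.67 to 14.4, with a recomputed adjusted p-value of 1.80e-07. The other 3 upregulated members had reconstructed means under 3 at both time points. None of the 10 was called at 48 h vs. 24 h. There ENSECAG00000014951 rose to a reconstructed mean of 94.3 with a recomputed adjusted p-value of 0.0264 (0.0899 with a t distribution), and it was not called because its log2 fold change, 1.36 (standard error 0.41) in the authors' deposited table, was under the cutoff of 2. With the standard errors at 24 h vs. 0 h multiplied by 2.47, or with a test against an absolute log2 fold change of 2, ENSECAG00000014951 alone of the 10 was called, and with the widest standard errors tried none was. Each widening was taken from a spread that contains the genes that changed. The adjusted p-values are from the Wald test with Benjamini-Hochberg adjustment.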

Table 2 features KEGG pathways that are relevant to the current study. These indicated prominent changes linked to inflammation, immune system, cellular processes, environmental information processing and signal transduction. STRING enrichment analysis of DEG between 24 and 48 h retrieved a total of five significantly enriched KEGG pathways (Table 3). These suggested cell cycle events, cellular processes, and ECM remodelling.

Genes previously used as biomarkers of endometrial function [17] were also studied to better understand explants’ functionality once in culture. 

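The authors' deposited tables give no gene symbols and no table used here pairs their Ensembl identifiers with symbols. The genes for which the paper prints an adjusted p-value and a log2 fold change in 2 comparisons were therefore looked up by those values, within 1 unit of the last printed digit. For 500 genes drawn at random from the called genes and printed with the digits used for ESR1 and PMAIP1, this look-up found the drawn gene alone in 500 cases. The paper prints PTGS2 and GADD45B with other numbers of digits, and GADD45B was not called, so these draws do not cover them. The values printed for ESR1, the oestrogen receptor gene, matched 1 gene of the authors' deposited tables when the sign of the log2 fold change at 48 h vs. 24 h was left out of the match, and 0 genes with that sign. In the authors' deposited tables this gene has a log2 fold change of -2.46 (standard error 0.30) at 24 h vs. 0 h and of -0.46 (standard error 0.30) at 48 h vs. 24 h. Its reconstructed mean normalized count was 3653 at 0 h, 664 at 24 h, 482 at 48 h and 441 at 72 h. The recomputed adjusted p-value (Wald test with Benjamini-Hochberg adjustment) was 1.92e-15 at 24 h vs. 0 h and 0.530 at 48 h vs. 24 h. The gene was not called at 24 h vs. 0 h when the test was made against an absolute log2 fold change of 2. Nor was it called with the widest standard errors tried, whose spread contains the genes that changed. It was called under each of the other alternatives.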

The oestrogen receptor, *ESR1*, was upregulated at 24 h vs. 0 h (FDR = 1.48 × 10^−15^; Log_2_FC = −2.5), however it was not differentially expressed at 48 vs. 24 h (FDR = 0.35; Log_2_FC = 0.5). 

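The same look-up for PTGS2 gave 1 gene of the authors' deposited tables, with the signs included. In the authors' deposited table of 24 h vs. 0 h its log2 fold change is 5.96 (standard error 0.53), and the 95% interval computed from the standard error reached from 4.92 to 7.00. At 48 h vs. 24 h the 95% interval lay between -1.05 and 1.03. A change of up to about 1 on the log2 scale in either direction was therefore not excluded for this gene. The recomputed adjusted p-values were 2.55e-27 and 1 (Wald test with Benjamini-Hochberg adjustment). With the widest standard errors tried, the gene was not called at 24 h vs. 0 h.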

Whilst *PTGS2*, prostaglandin-endoperoxide synthase 2, was upregulated at 24 h vs. 0 h (FDR = 1.97 × 10^−27^; Log_2_FC = 6), it was not differentially expressed at 48 h vs. 24 h of culture (FDR = 0.99; Log_2_FC = −0.01). The possible initiation of cell death was considered by examining the expression of *GADD45B* (growth arrest and DNA-damage-inducible beta I) and *PMAIP1* (phorbol-12-myristate-13-acetate-induced protein 1) [17]. 

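For GADD45B the look-up gave 1 gene. Its deposited adjusted p-value at 24 h vs. 0 h is 0.000328 where the paper prints 0.00032, so this match lies within the tolerance and is not exact. The authors' deposited table of 24 h vs. 0 h lists it with a log2 fold change of 1.56 (standard error 0.40). The recomputed adjusted p-value (Wald test with Benjamini-Hochberg adjustment) was 0.000425, and with a cutoff of 1 in place of 2 on the absolute log2 fold change the gene was called. Its 95% interval, 0.77 to 2.35, included the cutoff of 2. At 48 h vs. 24 h the interval lay between -1.42 and 0.16, with a recomputed adjusted p-value of 0.520. At 72 h vs. 48 h it lay between -1.64 and -0.06 and excluded no change, while the recomputed adjusted p-value was 1. The reconstructed mean normalized count of this gene was 261 at 0 h, 769 at 24 h, 496 at 48 h and 275 at 72 h.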

*GADD45B* was not differentially expressed at 24 h (FDR = 3.2 × 10^−4^; Log_2_FC = 1.6) nor at 48 h (FDR = 0.35; Log_2_FC = −0.6) using the usual comparisons. *PMAIP1* was upregulated at 24 h (FDR = 1.64 × 10^−13^; Log_2_FC = 3.1) but not differentially regulated at 48 h of culture (FDR = 0.79; Log_2_FC = 0.2). 

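The values printed for PMAIP1 also matched 1 gene of the authors' deposited tables. The 95% interval of its log2 fold change reached from 2.31 to 3.89 at 24 h vs. 0 h and from -0.52 to 0.93 at 48 h vs. 24 h. The recomputed adjusted p-values were 2.13e-13 and 1 (Wald test with Benjamini-Hochberg adjustment). Against an absolute log2 fold change of 2, the adjusted p-value at 24 h vs. 0 h was 0.277. The gene was also not called with the widest standard errors tried, whose spread contains the genes that changed. It was called under each of the other alternatives.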

Figure 4 displays a heatmap showing the expression pattern (count matrix) of the biomarker genes: *ESR1, MMP9, PTGS2, PMAIP1, TNF, GADD45B* and *SELE.* This indicted a transient increase in expression by most biomarkers at 24 h whilst *ESR1* was suppressed. At 48 and 72 h consistent elevated expression of *MMP9,* a matrix metallopeptidase, was seen in each horse explant. 

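The genes that carry the values printed for PTGS2 and PMAIP1 were followed over the 4 time points through their reconstructed mean normalized counts. That of PTGS2 was 86.1 at 0 h, 5365 at 24 h, 5325 at 48 h and 4978 at 72 h. That of PMAIP1 was 21.5 at 0 h, 184 at 24 h, 212 at 48 h and 147 at 72 h. Chained over the comparisons, the log2 fold change of 72 h vs. 0 h was 5.85 for PTGS2 and 2.77 for PMAIP1. At 72 h vs. 48 h the 95% intervals, -1.14 to 0.94 for PTGS2 and -1.26 to 0.20 for PMAIP1, included no change. The values of single horses were not analysed here.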

Expression of *PTGS2* (prostaglandin processing gene) and *PMAIP1* was induced at 24 h and maintained in each horse explant up to 72 h. Correlation analyses indicated that *ESR1* was inversely correlated with all biomarker genes and most clearly with *PTGS2* (Figure S1). In turn, *PTGS2* was positively correlated with all biomarker genes but *ESR1.*

## 4. Discussion

Endometritis is a major cause of infertility in mares. Whilst endometritis has been the subject of many studies that investigate pathophysiology, the development of a viable explant model that maintains multicellular integrity would represent an important advance to facilitate further study of the equine endometrium and better understand endometritis. Preliminary approaches to develop such a model system have been proposed but these lacked the extensive validation that is possible using transcriptomic approaches. 

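The comparisons of 24 h vs. 0 h and of 48 h vs. 24 h share the 24 h libraries, so an error in the 24 h mean moves them in opposite directions. Of the 2101 genes called at 24 h vs. 0 h, 62.8% had a log2 fold change of the opposite sign at 48 h vs. 24 h. In 1000 simulated draws in which expression at 48 h equalled that at 24 h, the mean share was 62.2%, and 95% of the draws lay between 60.3 and 64.1%. The draws treat the errors of different genes as independent. With the true changes drawn under a normal prior, a form chosen after seeing the data, the range was 64.3 to 68.2% and the observed share lay below it. Among the genes called at a cutoff of 1 in place of 2, it was 64.5% and lay above its range of 56.9 to 59.2%. Among the 921 upregulated genes the share was 68.4%, above the simulated range of 56.7 to 62.6%. Among the 1180 downregulated genes it was 58.5%, below the simulated range of 61.7 to 66.6%. The share over all called genes pools both. A gene with a change of exactly 0 at 48 h vs. 24 h cannot count as opposite, while each simulated gene has a sign. Among all genes tested 1514 had such a change, and how many of them are downregulated genes was not counted. A share below its range therefore decides nothing. The median log2 fold change against 0 h of the 921 genes was 2.68 at 48 h and 2.49 at 72 h, chained over the comparisons, and that of the 1180 genes was -2.52 and -2.51. An absolute log2 fold change of at least 2 against 0 h, in the direction called at 24 h, was reached at 72 h by 624 of the upregulated and 815 of the downregulated genes.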

In this study, we describe distinctive phases of transcriptomic responses during explant culture.

In the present study, the upregulation of *ESR1* at 24 h of culture implied that explants cultured for the first 24 h cannot be used to study oestrogen-responsive genes [17]. However, *ESR1* is not differentially regulated at 48 h of culture, implying that explants can indeed be used in the study of oestrogen responsiveness in the window of 24–48 h of culture. Along with *ESR1, PTGS2* was also used as a biomarker of endometrial function as it encodes an enzyme that plays a role in the conversion of arachidonic acid to prostaglandin endoperoxide, which is an endometrial biomarker of inflammation [17,36]. *PTGS2* upregulation at 24 h of culture indicates arachidonic acid processing, possibly linked to inflammatory events during the first hours of culture due to explant removal from uterus. Nonetheless, *PTGS2* was not differentially regulated at 48 h of culture, possibly indicating that at this time inflammation was stable. These findings might suggest that this tissue model offers a short window of 24–48 h when further experiments which use challenged explants to investigate endometritis-like events can be performed as suggested by Schwinghamer et al. [17].

Growth arrest and DNA-damage-inducible beta I gene, *GADD45B*, that regulates growth and apoptosis [37] was not regulated at 24 h nor at 48 h of culture. *PMAIP1* (Phorbol-12-Myristate-13-Acetate-Induced Protein 1) which encodes a pro-apoptotic protein [38] was upregulated at 24 h of culture but it was not differentially regulated at 48 h. As previously described by Schwinghamer et al. [17], both *GADD45B* and *PMAIP1* can be used as biomarkers of cellular death in equine endometrial explant systems. This implied that cell death was triggered during the first 24 h of culture, but that apoptosis was not likely to happen at 48 h. These observations also support relative stability in the explants in the 24–48 h time frame. However, by 72 h only a very low number of genes were expressed (804 at 72 h vs. 15290 at 48 h; Table 1) which aligns with Schwinghamer et al. [17] observations that degenerative changes occur in cultured explants after 48 h of culture. Thus, our transcriptomic experiments suggest a relatively short window of 24–48 h to analyse endometrial tissue and to study endometritis using the explant system in the future.

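Of the genes with a reconstructed mean normalized count of at least 10 at 48 h or at 72 h, 13090 reached it at both time points, 236 at 48 h alone and 130 at 72 h alone. Over the 13618 genes with a mean of at least 10 over all libraries, the median log2 fold change at 72 h vs. 48 h was -0.01, with quartiles of -0.16 and 0.11. A fall of at least 1 on the log2 scale was found for 146 of these genes and a rise of at least 1 for 35. For 11405 genes the whole 95% interval of the log2 fold change lay between -1 and 1, and for 1 gene it lay below -1. The reconstructed means summed to 7614881 at 48 h and 7340625 at 72 h, in counts normalized for library size, so these sums say nothing about the amount of RNA in the tissue. The paper sets the number of genes expressed at 72 h in Table 1 beside an earlier report of degenerative changes in explants after 48 h. From this, together with its reading of ESR1, PTGS2, GADD45B and PMAIP1 at 24 and 48 h, it proposes a short window of 24 to 48 h for the use of explants. The paper has further grounds for this window. It reads the smaller number of differentially expressed genes between 24 and 48 h as greater stability. It also reads changes of interleukin, MMP9, collagen and fibronectin genes as inflammation being resolved and wounds being repaired.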

During the initial 0–24 h culture phase there were a series of transcriptional changes that were consistent with stress. The TNF signalling pathway, that plays a role in inflammatory cell proliferation, differentiation, survival and cell death [39], was upregulated at 24 h of culture (Figure S2). *TNF* induces the expression of E-selectin, *SELE*, that is involved in the localization and development of inflammation [40,41]. The upregulation of *SELE* is consistent with the upregulation of TNF-mediated inflammation during the first 24 h of culture seen in the TNF signalling pathway. Increases in pro-inflammatory interleukin-1β (*IL–1β*) and chemokine C-C motif ligand 20 (*CCL20*) also suggests that inflammation was a feature of the explant system. Therefore, such observations are consistent with inflammatory events being prominent in the explant culture during the first 24 h. The upregulation of *MMP9* should also be seen as wider change in the ECM that features in our transcriptome during the first 24 h of culture. It is involved in the breakdown of ECM and other normal physiological and pathological processes [42,43,44]. *MMP9* has been linked to a reduction in connective tissue deposition, in restoring microcirculation and it also plays a role in wound repair [42,45,46]. The upregulation of *MMP9* seen at 24 h suggests that the explants have started healing wounds caused by mechanical removal from the uterus and that they are trying to restore microcirculation to support their survival in the tissue culture environment.

The ECM is a network of collagen, fibronectin, enzymes, proteoglycans and glycoproteins [47,48,49] that is continually remodelled to control tissue homeostasis, cell growth, migration, differentiation and morphogenesis [50,51]. ECM molecules are then able to control the magnitude of inflammation based on their ability to bind to different pattern recognition receptors (PRRs). Equally, immune cells release enzymes and inflammatory mediators which can further degrade ECM or can alter its composition [52,53,54]. In our explant system, most collagen coding genes were downregulated (*COL17A1, COL21A1, COL2A1, COL9A1, COL26A1, COL1A2, COL4A4* and *COL4A6*) and only two were upregulated (*COL12A1* and *COL20A1*) at 24 h. Type IX collagen plays an important role in the formation of a collagen network and it maintains cartilage integrity and organization [55], which might suggest that at 24 h of culture explants are building a collagen network to recover from mechanical trauma. Downregulation of type IV collagen leads to an upregulation of *MMP9* and thus related to cell migration and invasion [56]. *COL12A1* has been associated with ligament ruptures in women [57], therefore its upregulation at 24 h of culture might be related with tissue rupture after excision from the uterus. On the other hand, type XX collagen is still not well understood and its function is relatively unknown [58].

An interplay between pro- and anti-inflammatory events is also suggested by examination of interleukin (IL) expression patterns in the cytokine–cytokine receptor interaction pathway (Figure S3). Most ILs were found to be upregulated at 24 h of culture (*IL1A, IL1B, IL1R2, IL1RN, IL21R, IL23A, IL24, IL2RA, IL31RA, IL36A, IL36G, IL4R* and *IL6)* whilst *IL25* (also known as *IL17E*) was the only IL shown to be downregulated. It has been shown that during gut inflammation the production of IL25 protein is diminished [59]. This can suggest that during the first 24 h of culture the explants are indeed undergoing inflammation, thus the downregulation of *IL25.* The *IL1* family group induces a network of proinflammatory cytokines, which regulate and initiate inflammatory responses [60]. *IL24* belongs to the *IL10* family, and is released by immune cells such as monocytes, macrophages and T cells [61]. *IL24* is suggested to control cell proliferation and survival and it participates in wound healing [62]. *IL23A* is a protein encoded by *IL23* that plays an important role in inflammatory responses. It also increases angiogenesis and upregulates *MMP9* [63] as seen in this explant tissue model. Most ILs found to be upregulated at 24 h of culture were from the IL1 family, demonstrating that inflammation was a feature of explants during the first hours of culture. *CCR7,* C-C motif chemokine receptor 7, was upregulated at 24 h of culture and the C-C chemokine ligand family (CCLs) were differentially expressed. *CCL2, CCL11, CCL20, CCL26* and *CCL27* were all upregulated whilst *CCL24* was downregulated. During physiological and pathological conditions, specially during inflammation, CCLs play an important role in the recruitment of immune cells [64]. *CCL24* is also involved in pathological processes such as inflammation and fibrosis, but it has been found that *CCL24* blockade can be used therapeutically to inhibit cell activation and pulmonary inflammation [65]. Therefore at 24 h there could be a recruitment of immune cells due to the local inflammation produced after explant removal from uteri by CCLs. These events should be considered as part of a modulatory event influencing explant cell growth in culture.

When comparing the transcriptome at 48 to the 24 h, *IL23A* and *IL24* were downregulated whilst *CSF3R* was upregulated in the cytokine–cytokine receptor interaction pathway. *CSF3R*, colony-stimulating factor 3 receptor, is involved in the production, differentiation and function of granulocytes and it also plays a role in cellular processes such as surface adhesion and recognition [66,67]. A downregulation of interleukin-coding genes leads to the hypothesis that the inflammatory process due to tissue injury was mounted, tackled and it was returning to normal by 48 h of culture. At this stage the only TNF signalling pathway output that was modulated was *MMP9*. As outlined, *MMP9* is a pro-angiogenic factor that is involved in ECM remodelling and that coordinates epithelial wound repair by removing fibrinogen matrix and stimulating collagen contraction [42,46]. Therefore, wound repair is still likely to be a feature of explants at 48 h. At 48 h of culture collagen (*COL1A2* and *COL24A1)* and fibronectin *(FN1)* genes were also upregulated when compared to the transcriptome of explants cultured for 24 h. Fibronectin binds cells with collagen fibres and cell-surface integrins and is involved in cell adhesion, growth, migration, differentiation, and other processes such as wound healing [68]. As fibronectin expression is directly linked to epithelial cell growth [69], it would implicate explant cell growth at 48 h of culture.

A limitation of this work was undoubtedly the lack of medical history for the animals from which uteri were collected as these were sourced from a commercial abattoir. It was important that uteri used did not have any inflammation at the time of collection that may adversely affect the data. As such the uteri collected were from native pony mares to represent a population that had not been intensively managed. These ponies were collected for commercial purposes unrelated to our study, from semi-feral populations that were rounded up from the mountains of South Wales, UK, in the days before being transported to the abattoir. Unlike domestic horses being sent to the abattoir, these were not being slaughtered due to old age, injury or illness, but were otherwise healthy individuals, less likely to have underling inflammatory processes present at the time of death. However, as these semi-feral populations receive minimal management or intervention, no medical history was documented or available to this project. In terms of uterine health specifically, we insured that uterine inflammation was not apparent at the time of tissue collection using cytological and histological assessment of each uterus used. Any animal that had evidence of inflammation using these techniques was retrospectively disregarded from the study. The cytological and histological analyses conferred confidence that, without a detailed medical history, the uteri of these mares were not undergoing inflammation at the time of tissue collection.

## 5. Conclusions

This study provides the first comprehensive in vitro assessment of the pre-breeding, non-inflammatory-challenged, global gene expression analysis of cultured equine endometrial explants and autologous ex vivo biopsies. It highlights the utility of abattoir-derived samples to understand the physiology of the equine uterus. The upregulation of interleukins, *ESR1, PTGS2, PMAIP1, SELE* and *TNF* is indicative that explants were undergoing stress and inflammatory events during the first 24 h of culture. Nonetheless, at 24 h explants also showed an upregulation of *MMP9*, which suggests that explants were undergoing microcirculation restoration and wound healing after removal from the uterus. The downregulation of interleukin-coding genes and an upregulation of *MMP9* seen at 48 h of culture suggests that inflammatory processes were mounted and tackled and that the tissue was restoring homeostasis between 24 to 48 h of culture. *GADD45B* and *PMAIP1* were not differentially expressed at 48 h of culture, indicating that cell death was not occurring at a significant level at this time. At 72 h of culture only a limited number of genes were expressed by the explants when compared to the other timepoints, suggesting that degenerative changes take place in the tissue after 48 h of culture.

We suggest that cultured explants may be a suitable exemplar to further study the equine endometrium with particular application for modelling equine mating-induced endometritis progression to persistent inflammation between 24 and 48 h once in culture. Following future validation at the protein level, the explant tissue culture model may be used for wider studies applied to endometritis in the mare and potentially also in dogs and pigs as well as for investigating conditions underlying the endometrium.

## Figures and Tables

**Figure 1:**
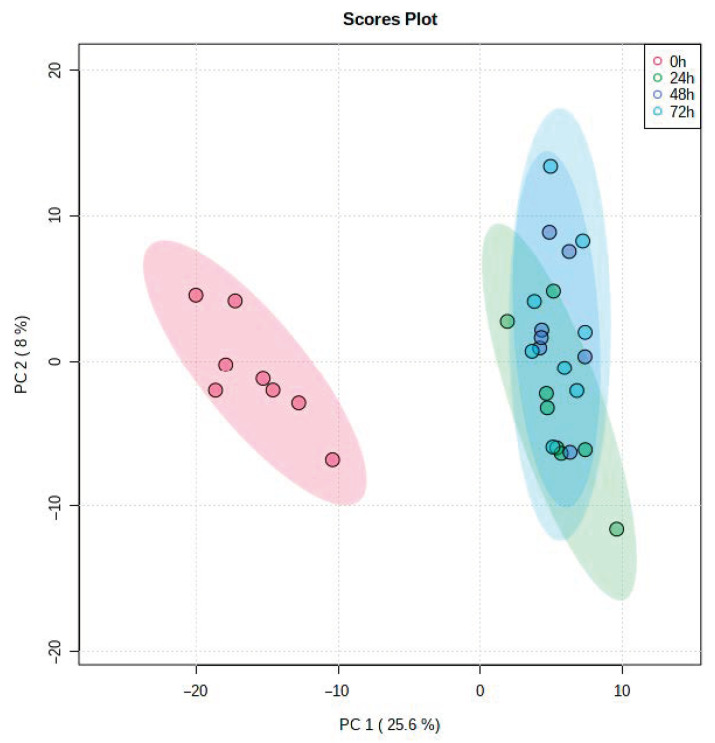
PCA plot of the gene expression profiles for the eight horses. Biopsies taken at 0 h and explants cultured up to 24, 48 and 72 h (*n* = 8). The analysis demonstrates clustering for the 0 h (control, representing the whole mare) and another cluster for the cultured samples (24, 48 and 72 h time points). The paler ellipses represent 95 % confidence intervals for each experimental class.

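Chained over the comparisons, the root mean square log2 fold change against 0 h, with squared standard errors subtracted, was 1.28 at 48 h and 1.28 at 72 h over the 13618 genes. The standard errors of the chained changes were taken to equal those of 24 h vs. 0 h, because the authors' deposited tables hold no comparison of 48 or 72 h with 0 h.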

**Figure 2:**
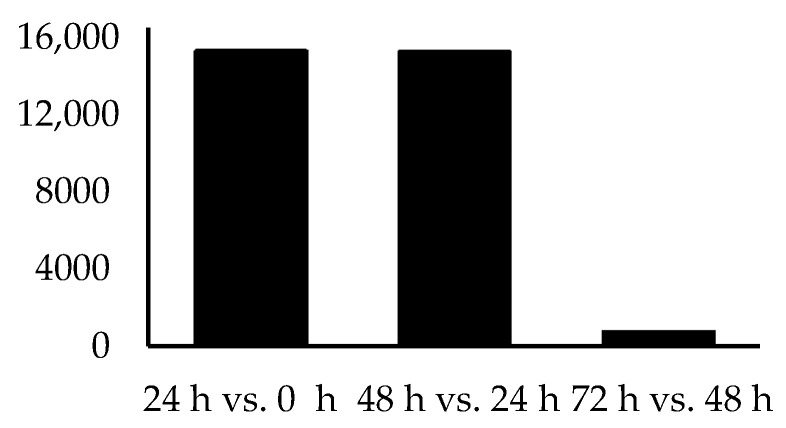
Comparison of all genes expressed at all time points. Pairwise comparison of the number of genes expressed at the different time points (0, 24, 48 and 72 h) after mapping RNA-sequencing reads to the equine reference genome.

**Figure 3:**
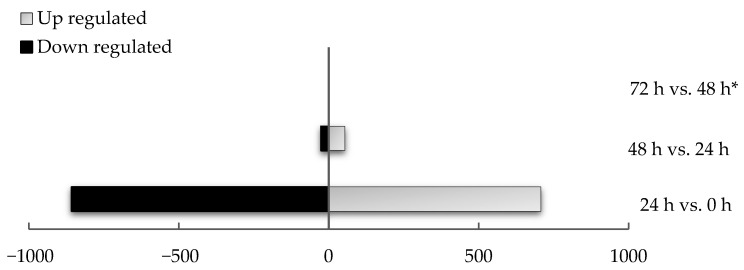
Comparison of differentially expressed genes at all time points. Comparison of up and downregulated genes between all-time points (*p* < 0.05; Log_2_FC ≥ ± 2). * The comparison between 48 and 72 h of culture did not retrieve any DEG.

**Figure 4:**
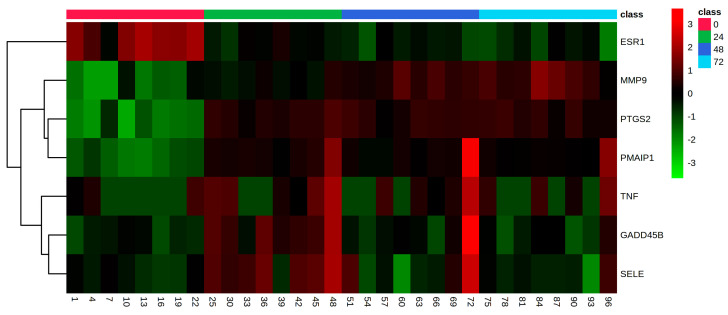
Heatmap featuring the gene expression pattern of genes of interest between 0, 24, 48 and 72 h of culture.

**Table 1:** Comparison of gene counts and differentially expressed genes (DEGs) (FDR < 0.05 and Log_2_FC ≥ ±2) and the number of up and downregulated genes across all time point comparisons.

Time Point Comparison	Number of Genes Expressed	Number of DEGs	Upregulated Genes	Downregulated Genes
24 h vs. 0 h	15,326	1566	707	859
48 h vs. 24 h	15,290	80	53	27
72 h vs. 48 h	804	0	0	0

**Table 2:** The seven most important KEGG pathways when comparing the transcriptome at 24 h relative to the transcriptome at 0 h. Table created using the STRING website.

Pathway Code ^a^	Description ^b^	Count ^c^	FDR *p*-Value ^d^
4610	Complement and coagulation cascades	27	1.27 × 10^−9^
4512	ECM-receptor interaction	27	3.74 × 10^−7^
4066	HIF-1 signaling pathway	29	5.20 × 10^−7^
4060	Cytokine-cytokine receptor interaction	43	7.61 × 10^−7^
4151	PI3K-Akt signaling pathway	55	2.48 × 10^−5^
4510	Focal adhesion	39	1.58 × 10^−4^
4668	TNF signaling pathway	22	2.12 ×10^−3^

^a^ KEGG pathway identification code. ^b^ Description of each KEGG pathway. ^c^ The number of genes involved in each pathway. ^d^ Overrepresented *p*-value with false discovery rate (FDR) statistical correction for multiple comparisons.

**Table 3:** Summary of the five enriched KEGG pathways when comparing the transcriptome at 48 h relative to the transcriptome at 24 h. Table created using the STRING website.

Pathway Code ^a^	Description ^b^	Count ^c^	FDR *p*-Value ^d^
4110	Cell cycle	6	0.007
4114	Oocyte meiosis	5	0.016
4630	Jak-STAT signalling pathway	5	0.036
4512	ECM-receptor interaction	4	0.040
4914	Progesterone-mediated oocyte maturation	4	0.040

^a^ KEGG pathway identification code. ^b^ Description of each KEGG pathway. ^c^ The number of genes involved in each pathway. ^d^ Overrepresented *p*-value with false discovery rate (FDR) statistical correction for multiple comparisons.

## Data Availability

The data presented in this study are openly available in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI), accession number GSE169759.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11071995/s1. Table S1: Characterization of the phase of the oestrous cycle based on an ultrasonic view of ovaries and physical aspect of the cervix and progesterone analyses, Table S2: Kenney classification of mare’s endometrium, Table S3: Summary of the 32 RNA-sequencing samples, Table S4: Summary of the 41 enriched KEGG pathways when comparing the transcriptome at 24 h relative to the transcriptome at 0 h, Figure S1: Pearson correlations between endometritis associated biomarkers genes focusing on (a) *ESR1* and (b) *PTGS2**,* Figure S2: DEGs in the tumor necrosis factor (TNF) signalling pathway between 24 and 0 h (control), Figure S3: DEGs in the cytokine–cytokine receptor interaction pathway between 24 and 0 h (control).

How the deposited data were processed for this re-analysis (not part of the article)

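RNA of endometrial tissue from 8 horses was sequenced by the authors at 0, 24, 48 and 72 h, in 32 libraries. The authors trimmed the reads with Trimmomatic, mapped them to EquCab3.0 with TopHat, counted them per Ensembl gene with FeatureCounts and fitted the counts with DESeq2, as the paper's methods state. Whether the horse entered the authors' fit is not named in the paper's text. Deposited by the authors and used here are 3 tables of comparisons, 24 h vs. 0 h, 48 h vs. 24 h and 72 h vs. 48 h, each with 30371 genes. The mean normalized count is a signal that the authors averaged over all libraries after dividing counts by size factors. The log2 fold changes and their standard errors, on the log2 scale, are the estimates of the authors' fit. The Wald statistic is a score that the authors obtained by dividing the log2 fold change by its standard error, and this was checked on each table. The p-values and adjusted p-values were computed by the authors, and the adjusted p-values were checked to be Benjamini-Hochberg values over the genes above a minimum mean normalized count, which differs between the deposited tables.

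The tables used here do not give the depth per sample, and the paper's summary of the libraries in Table S3 was not used here. No count per library was analysed here, so no model was fitted to samples, and the precision of each value is that given by the standard errors the authors deposited. From the tables the following were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures drawn in matplotlib 3.10.9. Two-sided Wald p-values were recomputed from log2 fold change and standard error with a normal distribution, and adjusted with the Benjamini-Hochberg method over the 23640 genes with a p-value. Genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 2. The share of changed genes was estimated with Storey's method at lambda 0.5. The size of change is the root mean square log2 fold change with the mean squared standard error subtracted, with an interval from 1000 bootstrap draws over genes. Both used the 13618 genes with a mean normalized count of at least 10. The mean normalized counts at the 4 time points were reconstructed from the mean over all libraries and the chained log2 fold changes, with equal weight for each time point, and a minimum of 10 was used for counting genes. The share of called genes with the opposite sign at 48 h vs. 24 h was set beside 1000 draws in which 48 h equals 24 h. In these draws the deposited log2 fold changes were taken as true, the error of the 24 h mean entered both comparisons, and genes were called again in each draw. The errors of the 24 h and 48 h means were given equal variances that add up to the squared standard error of 48 h vs. 24 h, and that of the 0 h mean the rest of the squared standard error of 24 h vs. 0 h. Medians of gene sets were set beside 10000 random lists of the same size, matched on the mean normalized count in 20 bins.

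The functions were tested on simulated tables with the standard errors of the data. Of 200 genes changed by 3 on the log2 scale among 23640 genes, 199 were called in the right direction, with 4 unchanged genes called. Where 39.3% of 13618 genes were changed the estimate was 33.3%, so Storey's method gives a lower value than the true share. A size of change of 0.96 was estimated as 0.95. Where 48 h equalled 24 h in the simulated tables, the share of called genes with the opposite sign lay within the range of the draws, and where the genes returned by 0.3 of their change it lay above.

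The tables list genes by Ensembl identifier. The gene reference used here was made on another assembly than EquCab3.0 and matched 0 of the identifiers, and no other table used here pairs them with symbols. The genes to be named were set before the data were examined, as every gene the paper names and, per comparison, the 3 called genes with the largest change in each direction among those with a symbol and a mean normalized count of at least 50, or the 3 genes with a symbol and the smallest p-values where none is called. Without symbols this rule could be followed only for ESR1, PTGS2, GADD45B and PMAIP1, which were looked up by the values the paper prints for them, and for the 10 pathway members that Table S4 lists by identifier. A look-up by values shows which gene carries the printed values and is no annotation. The look-up was chosen after the tables were seen. The medians of 27 gene lists and the direction of the pathway genes, both set before the data were examined, were not analysed here for the same reason, nor were the correlations between biomarker genes and the values of single horses. The alternatives set before the data were examined were other sets of genes for the adjustment, other minimums of the mean normalized count, a t distribution with 21 degrees of freedom, standard errors widened to the spread of the central Wald statistics, a test against an absolute log2 fold change of 2, other cutoffs, shrunken log2 fold changes, lambda 0.8 and lower limits of the change at 72 h.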

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

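The tests on genes with a mean of at least 500 and on the median of the genes upregulated at 24 h were set after the pattern and before their own results were seen, and the other tests of this part were chosen after the result was seen.

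Between 48 h and 72 h, where no gene was called, the genes with an unadjusted p-value under 0.05 fell far more often than they rose, which the paper does not report. Among the 13618 genes with a mean normalized count of at least 10, 629 fell and 175 rose, where about 340 would pass on each side by chance if the tests were independent. Genes near the count floor do not account for it, because among the 3008 genes with a mean of at least 500 the falls were still 3.67 times as many as the rises, with 110 against 30. A shift of all genes through the size factors stays open. The median change was -0.01 on the log2 scale, but the size factors of DESeq2 are themselves medians of ratios and hold it near 0, so it decides nothing. A constant of 0.041 on the log2 scale added to all genes would bring the falls within 1.5 times of the rises, with 506 against 339, and would leave 56.8% of the genes with a positive change. The 24 h vs. 0 h and 72 h vs. 48 h comparisons share no libraries, and the 711 upregulated genes with a mean of at least 10 had a median log2 fold change of -0.18 at 72 h vs. 48 h, below all of 10000 matched random lists (95% of these lay between -0.04 and -0.00). The random lists treat genes as independent, and errors common to genes that change together would widen their range. Within this limit, a decline of the 711 genes may be part of the pattern. They alone are not the whole of it, since without them 511 genes fell and 162 rose, a ratio of 3.15. A reversal of the 24 h change may extend to genes that were not called, since the falling genes had a median log2 fold change of 0.49 at 24 h vs. 0 h and the rising genes one of -0.60. Among the 4461 genes that were higher at 24 h at an unadjusted p-value under 0.05, 315 fell and 37 rose after 48 h, and among the 5126 that were lower, 158 fell and 103 rose. Such a reversal alone is not the whole of the pattern either, because among the 4031 genes with an unadjusted p-value of at least 0.05 at 24 h vs. 0 h the falls were 4.46 times as many as the rises, with 156 against 35. Whether a reversal and a shift of all genes together give the pattern was not tested. A shift in the explants of 1 or a few horses at 72 h stays open, because no value per horse was analysed here, and so does a change that develops in most explants after 48 h.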

How the results depend on the processing

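No paired analysis was possible because the tables hold comparisons of time points and no values per horse. For the same reason the alternatives with the horse as a block and with each horse left out, and other splits of the samples, were not run. The alternatives for the gene lists and for the direction of pathway genes were not run because the identifiers are not paired with symbols. Including genes without a deposited p-value added no gene, as each gene with a log2 fold change has one, and widening the standard errors to the spread of the central Wald statistics changed nothing at 48 h vs. 24 h and 72 h vs. 48 h, where this spread over all 23640 genes was under 1 (0.945 and 0.660), so neither says anything about stability there. Over the 13618 genes with a mean normalized count of at least 10 the spread was 5.04, 1.67 and 1.04 in the 3 comparisons in order of time, and standard errors widened by these factors were added as an alternative chosen after seeing the data.

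At 24 h vs. 0 h, 2101 genes were called (921 up, 1180 down). The number was 1372 (712 up, 660 down) with a minimum mean normalized count of 10 and 889 (558 up, 331 down) with a minimum of 50, since fewer low-count genes were tested and these were mostly downregulated. It was 897 (534 up, 363 down) with standard errors multiplied by 2.47, the spread of the central Wald statistics, which at 24 h also contains changed genes. With the factor of 5.04 in its place 11 genes were called, all upregulated, so this count depends on the genes from which the spread is taken. An estimated 79.8% of the genes with a mean of at least 10 changed at 24 h, so that spread is mostly one of changed genes. The number was 396 (285 up, 111 down) against an absolute log2 fold change of 2, and 5704 and 10159 with a cutoff of 1 and with none. The downregulated genes outnumbered the upregulated ones in the main setting. They also did with the adjustment over the genes with a deposited adjusted p-value (1208 against 939) and with a t distribution (1140 against 898). The same held with a cutoff of 1 (3399 against 2305), with none (5670 against 4489) and at an adjusted p-value under 0.01 (1055 against 848). With shrunken log2 fold changes the numbers were close (734 against 718). The upregulated genes outnumbered the downregulated ones with either minimum, with the standard errors widened by either factor and against an absolute log2 fold change of 2. At 48 h vs. 24 h, 95 genes were called. The number was 43 with a minimum of 50, 57 with a t distribution of 21 degrees of freedom, 7 (1 up, 6 down) with the factor of 1.67, 409 with a cutoff of 1 and 1247 (643 up, 604 down) with no cutoff. It was 0 against an absolute log2 fold change of 2, where 7 genes had an unadjusted p-value under 0.05, and 0 with shrunken log2 fold changes, the largest of which was 1.24, while 3740 genes had an unadjusted p-value under 0.05. The prior of this shrinkage, with a standard deviation of 0.267, made the cutoff of 2 hard to reach, so that 0 says little about large changes. At 72 h vs. 48 h the count was 0, with 917 genes at an unadjusted p-value under 0.05, and it was also 0 with the adjustment over the genes with a deposited adjusted p-value and with minimums of 10 and 50. The other alternatives gave 0 as well, but they could not add a call once the smallest adjusted p-value was 0.0674, so they say nothing about stability. In the authors' deposited table 3 genes pass when the cutoff on the log2 fold change is left out.

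The share of changed genes was 81.6% at 24 h vs. 0 h with lambda 0.8. With a minimum of 1 in place of 10 it was 75.0%, 30.9% and 0.0235% in the 3 comparisons in order of time. The size of change at 24 h vs. 0 h was 1.34 with a minimum of 1 and 1.21 with a minimum of 50. At 48 h vs. 24 h it was 0.32 and 0.35, and 0.47 with the noise not subtracted. At 72 h vs. 48 h it was 0.30 with the noise not subtracted, and with a minimum of 1 no value could be given because the squared standard errors exceeded the squared changes. The order of the comparisons was the same under each alternative that gave a value for all of them. The numbers of genes expressed lay between 10353 and 17089 over all time points and alternatives, and moved most with the minimum.

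The share of called genes with the opposite sign at 48 h vs. 24 h, 62.8%, was within the simulated range. It pools upregulated genes above their range with downregulated genes below theirs. It was above the range at a cutoff of 1 (64.5%, range 56.9 to 59.2%), at a minimum mean of 50 (66.8%, range 53.1 to 59.3%) and for upregulated genes (68.4%). It was below the range for downregulated genes (58.5%), and also for all called genes (62.8%, range 64.3 to 68.2%) in a simulation that draws the true changes under a normal prior, which was chosen after seeing the data. With that prior the share was also above the range at a cutoff of 1 (58.2 to 60.6%), at a minimum mean of 50 (59.2 to 65.3%) and for upregulated genes (61.3 to 67.2%), and below it for downregulated genes (65.3 to 70.5%). The results of both simulations were known when the first was kept for the text. Genes with a change of exactly 0 lower the observed shares and not the simulated ones, so shares below a range decide nothing. The cause of the departures was not tested. Low counts limit the results for downregulated genes at 24 h vs. 0 h, since 520 of the 1180 had a mean normalized count under 10.

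Of the 32 single-gene results, 355 values were computed under alternatives, and 311 gave the same call, 40 were weaker and 4 stronger. Only the 13 calls, all at 24 h vs. 0 h, could be lost, and some alternatives, such as a cutoff of 1, could remove no call. The 311 therefore do not measure how robust the calls are. Against an absolute log2 fold change of 2, 11 calls were lost, with the standard errors multiplied by 2.47, 9 were, with the factor of 5.04 all 13 calls at 24 h vs. 0 h, with shrunken log2 fold changes 4 and at an adjusted p-value under 0.01, 3. GADD45B at 24 h vs. 0 h and ENSECAG00000014951 at 48 h vs. 24 h gained a call with a cutoff of 1 and with none.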

Differences from the paper's values

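The paper gives 804 genes expressed at 72 h, and 13220 genes had a reconstructed mean normalized count of at least 10 at that time. None of the alternatives set before the data were examined closed the gap, with 16590, 14205 and 10461 genes at minimums of 1, 5 and 50, and 12611 with the change at 72 h vs. 48 h at its lower 95% limit. A count of another kind, the genes with an unadjusted p-value under 0.05 at 72 h vs. 48 h and a mean normalized count of at least 10, was 804, and was chosen after seeing the values.

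For ESR1 at 48 h vs. 24 h the paper prints a log2 fold change of 0.5, and the gene found by the printed values has -0.46 in the authors' deposited table. The log2 fold change was not recomputed under the alternatives. Its adjusted p-value is 0.35 in the paper and 0.530 with the adjustment over all genes. Adjusted over the genes with a deposited adjusted p-value, it was 0.352. With a minimum mean normalized count of 10 or 50 it was 0.338 and 0.330. The first of these 3 alternatives gave the printed value when rounded, and the other alternatives of the 3 came near it without reaching it. The gap was not closed with a t distribution (0.595) or with the standard errors widened to the spread over all genes (0.530). Nor was it closed against an absolute log2 fold change of 2 (1) or with genes without a p-value included (0.530).

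The paper describes ESR1 as upregulated at 24 h in its text and as suppressed in its heatmap. The gene found by the printed values fell by 2.46 on the log2 scale at 24 h vs. 0 h.

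The numbers of called genes were closer to the paper's. At 24 h vs. 0 h the paper gives 707 upregulated and 859 downregulated genes, against 921 and 1180 here, with 718 and 734 with shrunken log2 fold changes and 712 and 660 with a minimum mean normalized count of 10. At 48 h vs. 24 h it gives 53 and 27, against 63 and 32 here and 50 and 25 with the minimum of 10.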

Other observations

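The tests on the filter, on loss of expression, on standard errors and on the shared libraries over all called genes were set before the data were examined. Those on depth, on the shared libraries in each direction, on a common counting rule and on a minimum count were chosen after the results were seen.

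The paper's Table 1 has 804 genes expressed at 72 h vs. 48 h. A loss of expression of most genes relative to the others is argued against by the reconstructed means, since the number of genes at or above 10 was 1.01 times as large at 48 h as at 72 h. A loss common to all genes is scaled out of normalized counts and stays open. A 5-fold lower depth at 72 h is argued against by the 3432 genes with a mean of 1 to 10, for which counting error made up a median of 34.6% of the squared standard error. Their median standard error at 72 h vs. 48 h was 1.01 times that at 48 h vs. 24 h, where about 1.30 would be found at that depth, and smaller differences in depth were not excluded. The filter on the mean normalized count before the adjustment is argued against as well, since 15965 genes have an adjusted p-value in the authors' deposited table of this comparison. The number of genes with an unadjusted p-value under 0.05 and a mean normalized count of at least 10 was 804 at 72 h vs. 48 h, equal to the paper's number. This was noticed among many counts looked at after the paper's number was known, with several thresholds on the p-value, the adjusted p-value, the log2 fold change and the mean, so it may be a coincidence. As a rule for all comparisons it is excluded, because it gives 9587 genes at 24 h vs. 0 h and 3460 at 48 h vs. 24 h, where the paper gives 15326 and 15290.

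Whether noisier libraries at 72 h contribute to the absence of called genes at 72 h vs. 48 h was left open. The median standard error was 1.00 times that of 48 h vs. 24 h, which decides nothing, because DESeq2 estimates a single dispersion per gene over all libraries and so gives near-equal standard errors in each comparison.

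The share of called genes that moved back between 24 h and 48 h, 62.8%, lay within the range simulated for the shared 24 h libraries. It decides nothing, because it pools upregulated genes above their range with downregulated genes below theirs. The shared libraries alone are argued against for the upregulated genes, whose share of 68.4% lay above the range of both simulations (56.7 to 62.6% with the deposited changes taken as true, 61.3 to 67.2% with a normal prior). The share of the downregulated genes, 58.5%, lay below both ranges (61.7 to 66.6% and 65.3 to 70.5%), but it does not decide the question for them. A gene with a change of exactly 0 at 48 h vs. 24 h cannot count as opposite, while the draws give each gene a sign. Among all genes tested 1514 had such a change, and how many of them are downregulated genes was not counted. At a cutoff of 1 and at a minimum mean of 50 the shares of 64.5% and 66.8% also lay above both ranges. These ranges treat the errors of different genes as independent, and errors common to many genes would widen them. A fall of all genes by a constant at 48 h vs. 24 h would raise the share of the upregulated and lower that of the downregulated genes, and stays open. A hypothesis, formed on these data, is that genes raised in the first 24 h decline slowly from then on. The 72 h vs. 48 h comparison, which shares no libraries with 24 h vs. 0 h, bears on it, since the upregulated genes had a median log2 fold change of -0.18 there and the 660 downregulated genes with a mean of at least 10 one of 0.05, each outside the range of the matched random lists. The random lists treat genes as independent, so their range may be too narrow. The same horses enter both comparisons, and a biological cause was not tested further.

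At 24 h vs. 0 h the authors' deposited table gives 939 upregulated and 1208 downregulated genes at the thresholds of the study, more than the paper lists, although the values printed for PTGS2 and PMAIP1 are found in that table. A minimum on the mean normalized count before calling is argued against as the source. Over minimums from 0 to 50, the smallest gap was reached at a minimum of 5, with 771 and 814 genes, where the larger of both differences from the paper was 9.05%.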
